# Efp promotes *in vitro* and *in vivo* growth of endometrial cancer cells along with the activation of nuclear factor-κB signaling

**DOI:** 10.1371/journal.pone.0208351

**Published:** 2018-12-26

**Authors:** Wataru Sato, Kazuhiro Ikeda, Tomohiko Urano, Yayoi Abe, Norie Nakasato, Kuniko Horie-Inoue, Satoru Takeda, Satoshi Inoue

## Abstract

Endometrial cancer is common among postmenopausal women and its incidence is increasing in developed countries. Considering that >80% of endometrial cancers are assumed to be estrogen-related, higher estrogen exposure will be relevant to tumorigenesis. Therefore, the roles of estrogen target genes will be important to understand the pathophysiological mechanisms. We previously revealed that estrogen-responsive RING finger protein Efp contributes to breast cancer progression through the protein degradation of cell cycle checkpoint 14-3-3σ. We and others also proposed that Efp has tumor-promoting activities in estrogen receptor (ER)-negative cancer cells. In addition, Efp plays a role in type I interferon production by activating antiviral signaling, which provokes nuclear factor-κB (NF-κB) signaling. In the present study, we investigate whether Efp plays a critical role in endometrial cancer biology. We show that siRNA-mediated Efp knockdown represses the proliferation and migration of endometrial cancer ER-positive Ishikawa and ER-negative HEC-1A cells. Efp knockdown increases 14-3-3σ protein levels and decreases the rates proliferative stage cells. Efp siRNA significantly inhibits the *in vivo* tumor growth of endometrial cancer cells in both subcutaneous and orthotopic xenograft models. Intriguingly, Efp knockdown represses NF-κB-dependent transactivation and transcription of target genes, such as *IL6ST* and *IL18*, in endometrial cancer cells. Overall, Efp would exert a tumor-promoting role through modulating NF-κB pathway and 14-3-3σ protein degradation in endometrial cancer regardless of its estrogen receptor status. Our results indicate that Efp could be a potential diagnostic and therapeutic target for endometrial cancer.

## Introduction

Endometrial cancer is one of the most common cancers in women. In terms of clinical and pathological features, endometrial cancers are classified into two major types, type I and II. Approximately 80–90% of endometrial cancers are known as type I. Type I endometrial cancer is typically low-grade adenocarcinoma that is referred to as estrogen-related because it is assumed to be developed in response to prolonged and unopposed estrogen stimulation [1]. Type II endometrial cancer has non-endometrioid histology and mainly occur in postmenopausal women and thus the subtype is considered as estrogen-independent [2]. From these clinical situations, the majority of endometrial cancers likely associate with estrogen signaling, so higher estrogen exposure due to such as obesity seems to increase disease incidence. Nevertheless, endocrine therapy is not widely used to treat patients with endometrial cancer because of its limited effect [3]. Under these circumstances, understanding the pathophysiology of endometrial cancer would facilitate the development of new therapeutic options for the disease.

We previously identified Efp as an estrogen target gene based on genomic binding-site cloning [4]. Efp protein harbors a tripartite motif (TRIM) structure composed of RING finger, B box, and coiled coil domains, and these conserved domains are usually observed in prototypic proteins of TRIM superfamily. These conserved domains are found in the superfamily of TRIM proteins [5]. In various clinical cancers, Efp has been shown to contribute to the aggressiveness of the diseases. In breast cancer cells, Efp is demonstrated to act as an E3 ubiquitin ligase that targets cell cycle checkpoint protein 14-3-3σ for the proteasomal degradation, leading to the promotion of tumor formation in a mouse xenograft model [6]. Clinicopathological studies have showed that Efp immunoreactivity correlates with poor prognosis of breast cancer patients with both ER-positive and -negative cancers [7]. Further investigation suggested an additional mechanism for the role of Efp in breast cancer cells. In the presence of estrogen, Efp stimulates the ubiquitination of ERα protein, leading to the enhancement of transcriptional activity by increasing the interaction with transcriptional coactivators while simultaneously targeting ERα for protein degradation [8]. It has been also reported that Efp ubiquitinates and promotes to degrade estrogen-inducible tumor suppressor AT-binding transcription factor 1 (ATBF1) and acts as a negative regulator for ERα-mediated transcription [9]. In addition, estrogen stimulates the degradation of KLF5 protein, which has been identified as an essential cofactor for the tumor suppressor TGF-β, by inducing the expression of Efp [10]. Notably, an integrated systems biology approach identified that Efp is a key determinant of breast cancer metastasis in a recent report [11]. These observations suggest that Efp has a pivotal role in ER-positive and -negative breast cancers.

We previously showed that siRNA-mediated knockdown of Efp efficiently suppressed *in vitro* proliferation and cell-cycle progression of breast cancer cells, and significantly inhibited tumor formation of xenografted breast cancer cells in athymic mice [12]. Therefore, Efp was defined as a critical factor in breast cancer proliferation and could be a novel target of cancer therapy.

Studies for the innate immune system revealed that Efp is an interferon (IFN) responsive gene and modulates the nuclear factor-κB (NF-κB) pathway [13, 14]. For RNA viral infections, Efp induces the lys63-linked ubiquitination of retinoic acid-inducible gene I product (RIG-I), which elicits host antiviral innate immunity. RIG-I then transmits a signal leading to the activation of interferon regulatory factor-3 (IRF-3) and NF-κB to induce interferon-β (IFN-β) and antiviral cytokine gene expression. NF-κB is also involved in cancer initiation, development, metastasis, and resistance to treatment [15]. In a large number of tumors including endometrial cancer, NF-κB is activated due to the inflammatory microenvironment and various oncogenic mutations [16]. The precise role of Efp-mediated NF-κB signaling in cancers, however, remains to be studied.

In normal uterus, Efp is primarily inducible by estrogen treatment [17]. Moreover, Efp knockout mice exhibit underdeveloped uteri and reduced estrogen responsiveness [18]. Considering that the majority of endometrical cancers are estrogen-related, we questioned whether Efp could also play a critical role in the pathophysiology of endometrial cancer. In the present study, we show that siRNAs specifically targeting Efp significantly inhibit the *in vitro* cell growth, cell cycle progression, and migration of endometrial cancer ER-positive Ishikawa and ER-negative HEC-1A cells. In a subcutaneous xenograft tumor model using athymic mice, direct injection of Efp-targeting siRNA into generated tumors suppressed the tumor growth derived from endometrial cancer cells. Moreover, intravenous administration of Efp-targeting siRNA repressed the tumor growth of endometrial cancer cells in an orthotopic xenograft tumor model. In addition, Efp-targeting siRNA decreased NF-κB-mediated transcription and expression of downstream genes. Taken together, we consider that Efp is a critical factor that promotes the proliferation of endometrial cancer by exerting protein degradation of 14-3-3σ as well as by modulating NF-κB signaling.

## Materials and methods

### Cell culture

Human endometrial cancer Ishikawa cells (Ishikawa cells 3H12 No.74) were kindly provided by Dr. Masato Nishida (Kasumigaura Medical Center, Ibaraki, Japan). Human endometrial cancer HEC-1A cells and embryonic kidney 293T cells were obtained from American Type Culture Collection (Rockville, MD, USA). Ishikawa and HEC-1A cells were originally established from a well-differentiated (G1) and moderately differentiated (G2) endometrial adenocarcinoma, respectively [19]. We confirmed the ERα status of Ishikawa (ERα-positive) and HEC-1A (ERα-negative) cells by qRT-PCR as described elsewhere [20]. Cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum, penicillin (100 units/mL), and streptomycin (100 μg/mL) at 37°C in a humidified atmosphere of 5% CO_2_ in air. HEC-1A cells were transfected with a luciferase expression plasmid, which was generated by inserting a luciferase gene from the pGL3-basic plasmid (Promega, Madison, WI, USA) into the pCXN2 vector [21], and then stable transformants (HEC-1A-luc) were selected with G-418.

### Transfection of siRNAs and western blot analysis

The siRNA duplexes targeting Efp (siEfp #A and #B), ERα (siERα #A and #B), and a non-targeting control siRNA (siControl) were synthesized by RNAi Inc. (Tokyo, Japan). The sense and antisense strands of Efp, ERα, and control siRNAs were as follow: siEfp #A, 5′-GGGUGGGCGUGCUUCUCAACU-3′ (sense) and 5′-UUGAGAAGCACGCCCACCCGC-3′ (antisense); siEfp #B, 5′-GGGAUGAGUUCGAGUUUCUGG-3′ (sense) and 5′-AGAAACUCGAACUCAUCCCUC-3′ (antisense); siERα #A, 5′-GCCUGGUCAGAUUACGUAUGC-3′ (sense) and 5′-AUACGUAAUCUGACCAGGCCC-3′ (antisense); siERα #B, 5′-GGGAGCGUGAUCUAGAUUACA-3′ (sense) and 5′-UAAUCUAGAUCACGCUCCCAA-3′ (antisense); siControl, 5′-GUACCGCACGUCAUUCGUAUC-3′ (sense) and 5′-UACGAAUGACGUGCGGUACGU-3′ (antisense). Cells were plated in 6-well plates at a density of 1 × 10^5^ cells/well and transfected with siRNA at a final concentration of 10 nM using RNAiMAX (Invitrogen, Carlsbad, CA, USA). After 48 h, cell lysates were prepared in a sample buffer for sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), heated at 100°C for 15 min, and subjected to SDS-PAGE and western blotting analysis using antibodies for Efp, 14-3-3σ, and β-actin as described previously [12].

### Quantitative PCR analysis

Total RNAs were extracted from the cells and the tumors generated in athymic mice by using Isogen reagent (Nippongene, Tokyo, Japan). Real-time quantitative reverse transcriptase (RT)-PCR (qPCR) was performed according to a method described in a previous report [12]. Briefly, first-strand cDNA was synthesized from 1 μg of total RNA by using SuperScript III reverse transcriptase (Invitrogen) and oligo(dT)20 primer. The mRNA was quantified by real-time PCR using the KAPA SYBR Fast 2X qPCR Master Mix (KAPA Biosystems, Boston, MA, USA) and the StepOne Plus real-time PCR instrument (Applied Biosystems, Foster City, CA, USA) based on SYBR Green I fluorescence. The sequences of the PCR primers were as follows (forward and reverse, respectively): *Efp*, 5′-CAGGAGCTCACCCCCAGTT-3′ and 5′-TTCACAGGGCGTGTGGATT-3′; *ERα*, 5′-AGACGGACCAAAGCCACTTG-3′ and 5′-CCCCGTGATGTAATACTTTTG-3′; *IL6ST*, 5′-CCGTCAGTCCAAGTCTTCTCAA-3′ and 5′-GCCGCTCCTCTGAATCTAACA-3′; *IL18*, 5′-TGCACCCCGGACCATATTTA-3′ and 5′-CTTCACAGAGATAGTTACAGCCATACCT-3′, and *36B4* 5′-CCACGCTGCTGAACATGCT-3′ and 5′-GATGCTGCCATTGTCGAACA-3′. The relative amount of PCR product was calculated by the comparative cycle threshold (CT) method, using *36B4* as an endogenous reference gene.

### Cell proliferation assay

Cell proliferation was assessed in terms of the cell viability by using a kit containing 2-(2-methoxy-4-nitrophenyl)-3-(4-nitrophenyl)-5-(2,4-disulfophenyl)-2H-tetrazolium, monosodium salt (WST-8) (Nacalai Tesque, Kyoto, Japan) [12]. Ishikawa and HEC-1A cells were seeded on 96-well plates at a density of 4 × 10^3^ cells/well and transfected with siRNAs targeting Efp or ERα, or negative control siRNA (siControl) by using Lipofectamine RNAiMAX transfection reagent (Invitrogen). At the indicated time points after the transfection, 10 μL of a reagent solution containing WST-8 was added to each well, and the cells were incubated for 2 h at 37°C. The absorbance of the plates was read on a microplate reader at a wavelength of 450 nm.

### Cell-cycle analysis

Ishikawa and HEC-1A cells were transfected with siRNAs at a final concentration of 10 nM for 48 h and fixed in 70% ethanol. They were then washed twice with PBS and treated with 0.8 mg/mL RNase A for 30 min. Finally, they were stained with 10 μg/mL propidium iodide. The samples were sorted based on DNA content by using fluorescence-activated cell sorting (FACS) (FACScalibur; Becton Dickinson, Cockeysville, MD, USA) and the CellQuest software (Becton Dickinson) in order to determine the percentages of cells that were in the G1, S, and G2/M phases of the cell cycle [12].

### Cell migration assays

Ishikawa and HEC-1A cells were transfected with siRNAs at a final concentration of 10 nM for 24 h. Cells were seeded on a polycarbonate membrane insert in a transwell apparatus (Costar, Cambridge, MA, USA) at a concentration of 1 × 10^5^ cells. After the cells were incubated for 48 h at 37°C in a 5% CO_2_ atmosphere, the migrated cells were fixed with methanol, stained with Giemsa solution, and counted under a microscope in five predetermined fields (200×).

### Microarray analysis

Ishikawa cells were treated with siEfp #A or siControl for 48 h. Total RNA was isolated from the cells using ISOGEN and subjected to microarray analysis using the GeneChip Human Exon 1.0 ST Array (Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s instructions. All microarray data are available in the Gene Expression Omnibus (GEO) database with the accession number GSE118228. A computational approach to evaluate the microarray data at the level of gene sets was performed by employing Gene Set Enrichment Analysis (GSEA) [22].

### Subcutaneous and orthotopic xenograft models of endometrial cancer cells

All animal experiments were approved by the Animal Care and Use Committee of Saitama Medical University (Permit Number: 2041), and conducted in accordance with the Guidelines and Regulations for the Care and Use of Experimental Animals by Saitama Medical University. Female athymic mice (BALB/cAJcl-nu/nu) were purchased from Clea Japan Inc. (Tokyo, Japan) and allowed free access to standard chow and water in a specific pathogen-free mouse facility. Acclimatization period of at least 1 week was taken before the animal experiments. All efforts were made to minimize animal suffering and inhalational anesthesia with isoflurane (5% in 2 L/min. oxygen) was performed at surgical operation and administration of siRNA. At the experimental endpoint, animals were sacrificed by cervical dislocation under isoflurane anesthesia.

For the subcutaneous xenograft model, Ishikawa cells (5 × 10^5^ cells) mixed with Matrigel matrix (Becton Dickinson) were injected into the flanks of 8-week-old BALB/cAJcl-nu/nu mice, respectively (*n* = 10). The tumors were measured in 2 dimensions with micrometer calipers, and the tumor volume was estimated according to the formula: 0.5 × [(smallest diameter)^2^ × (longest diameter)]. When the average tumor volume exceeded 150 mm^3^, siRNA duplexes (5 μg) and 4 μL GeneSilencer reagent (Gene Therapy System, San Diego, CA, USA) dissolved in 50 μL DMEM were directly injected into the tumors twice a week. At the endpoint of the experiment, the tumors were dissected from the mice, homogenized in a sample buffer for SDS-PAGE, and subjected to western blot analysis with anti-Efp, anti-14-3-3σ, and anti-β-actin antibodies [12].

Orthotopic endometrial tumor inoculation was performed as described elsewhere [23]. Briefly, 11-week-old female athymic mice were anesthetized with isoflurane, and the right uterine horn was pulled out. HEC-1A-luc cells (4 × 10^6^ cells/50 μL PBS) was then injected into the lumen of the uterine horn. The siEfp #A or siControl was prepared with Invivofectamine (Invitrogen) according with the manufacturer’s instruction. Shortly, 100 μg siRNA was mixed with 100 μL Invivofectamine by vortexing, and incubated for 30 min at room temperature. Next, 15 volumes of 5% glucose was added to the mixture and then concentrated by centrifugation using Amicon Ultra-15 centrifugal device (Millipore, Billerica, MA, USA). The volume of the retentate containing the siRNA/Invivofectamine complex was adjusted to 200 μL with 5% glucose and intravenously injected into the mice every 4 days. The mice were injected intraperitoneally with D-luciferin (3 mg/mouse), anesthetized for 5 min with isoflurane, and imaged for 2 min under anesthesia using the *in vivo* imaging system (Photon Imager; Biospace Lab, Paris, France). *In vivo* imaging data were analyzed using the Photo Vision software (BioSpace) for data postprocessing.

### Luciferase assay

Ishikawa and HEC-1A cells at a density of 1 × 10^4^ cells per well on 24-well plates were transfected with 0.34 μg of the NF-κB reporter plasmid pNF-κB (Stratagene, La Jolla, CA) and 0.06 μg pRL-CMV (Promega). At the same time, the cells were also transfected with 0.01 μg Flag-tagged Efp expression plasmid or empty vector (pcDNA3, Invitrogen), and 10 nM siEfp #A and #B or siControl. Forty-eight hours after the transfection, a luciferase assay was performed using the Dual-Luciferase Reporter Assay System (Promega). Data were represented as the mean ± SD of three independent experiments.

### Statistical analysis

Differences between the 2 groups were analyzed using the Student’s *t* test, whereas the differences in the mean values among multiple groups were analyzed using a two-way ANOVA followed by Tukey–Kramer HSD post hoc test. All *P*-values were based on two-tailed statistical analyses, and *P*-values <0.05 were considered to be statistically significant (*, *P* < 0.05 and **, *P* < 0.01).

## Results

### Efp silencing increases 14-3-3σ protein levels in endometrial cancer cells

To assess the function of Efp in endometrial cancer cells, siEfps (siEfp #A and #B) were introduced both into ERα-positive Ishikawa and ERα-negative HEC-1A endometrial cancer cells. These siRNAs were verified to substantially suppress Efp mRNA and protein expression by qRT-PCR (Fig 1A and 1C) and western blot analysis (Fig 1B and 1D), respectively, both in Ishikawa and HEC-1A cells. Furthermore, since the 14-3-3σ protein has been reported as Efp ubiquitin ligase substrate, the effects of siEfps on 14-3-3σ protein expression were examined. Western blot analysis demonstrated that siEfp #A and #B increased the expression levels of the 14-3-3σ protein in both Ishikawa and HEC-1A cells.

**Fig 1:**
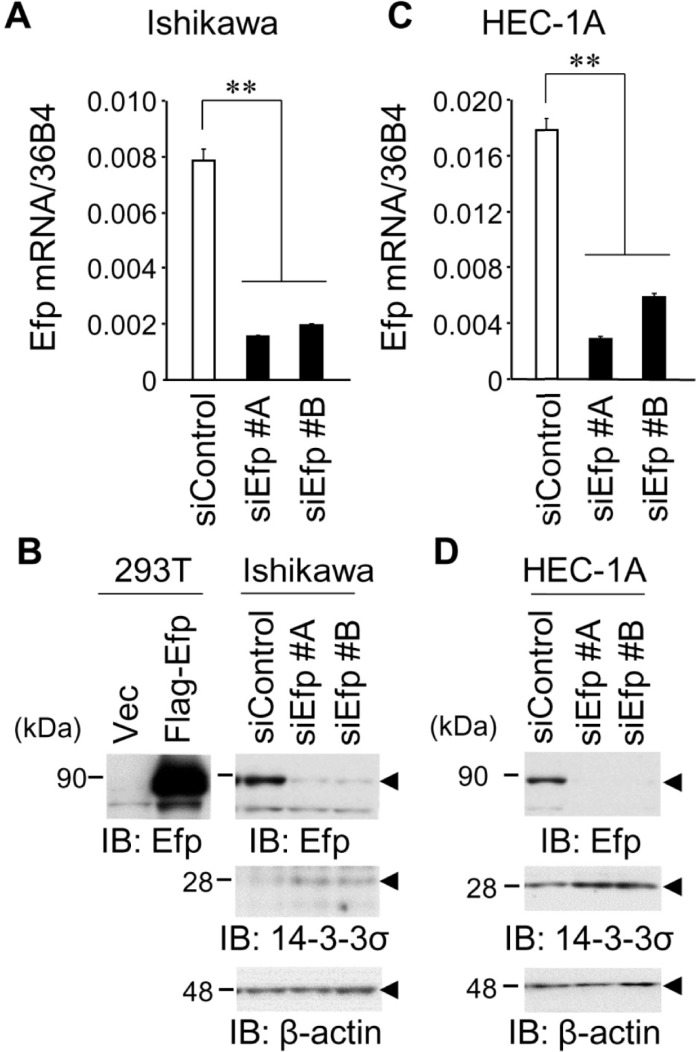
Efp silencing increases 14-3-3σ protein levels in endometrial cancer cells. (**A**) Knockdown efficiency of Efp siRNAs in Ishikawa cells. Cells were transfected with siEfp #A, #B, or negative control siControl for 48 h. *Efp* mRNA levels were determined by qRT-PCR and normalized to *36B4* levels. (**B**) Efp siRNAs decreased Efp protein levels and increased 14-3-3σ protein levels in Ishikawa cells. Whole cell lysates were prepared from Ishikawa cells transfected with siEfp #A, #B, or siControl, and then subjected to western blot analysis using antibodies for Efp and 14-3-3σ. β-actin levels were analyzed as a loading control. (**C**) Knockdown efficiency of Efp siRNAs in HEC-1A cells. Experiments were performed using HEC-1A cells as in (A). Data are presented as means ± s.d. (*n* = 3). **, *P* < 0.01. (**D**) Efp siRNAs decreased Efp protein levels and increased 14-3-3σ protein levels in HEC-1A cells. Experiments were performed using HEC-1A cells as in (B).

### Efp silencing inhibits growth and cell-cycle progression in endometrial cancer cells

Next, the effects of siEfps on the proliferation of Ishikawa and HEC-1A cells were examined using WST-8, which is reduced by dehydrogenases in metabolically active cells and then produces a water-soluble colored formazan (Fig 2A and 2B). The Ishikawa and HEC-1A cells proliferated normally in the control conditions with siControl, whereas their proliferation were decreased by treatment with siEfp #A and #B. We evaluated the effects of ERα-targeted siRNAs (siERα #A and #B) on Efp siRNA-dependent cell growth inhibition in ER-positive Ishikawa cells (S1 Fig). The siERα #A and #B repressed the growth of Ishikawa cells to some extent in the presence of estrogen. The extent of cell growth inhibition by Efp siRNAs, however, was substantially greater than that by ERα siRNAs even in the presence of estrogen. Thus we assume that the Efp-mediated proliferation of endometrial cancer cells rather relies on the signaling pathways other than ERα signaling, even in ERα-positive cancer cells.

**Fig 2:**
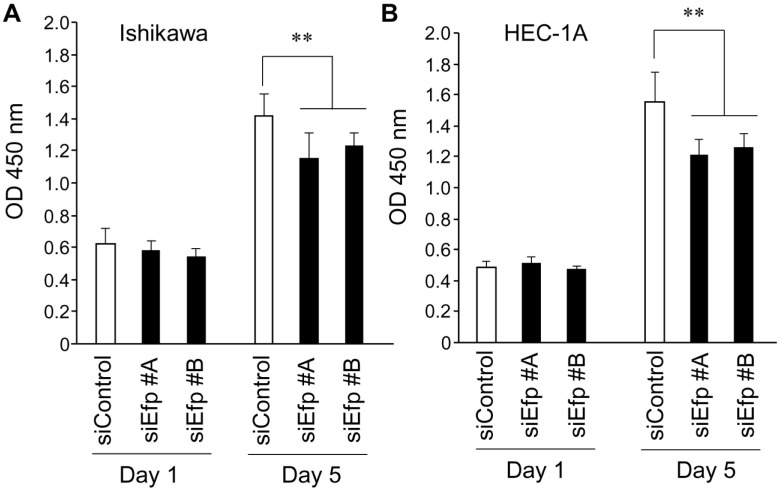
Growth inhibition of endometrial cancer cells transfected with Efp siRNAs. (**A**) Growth inhibition of Ishikawa cells by Efp siRNAs. Ishikawa cells were transfected with siEfp #A, #B, or siControl. The WST-8 cell proliferation assay was performed at the indicated time points after the transfection. The absorbance of the plates was read on a microplate reader at 450 nm. (**B**) Growth inhibition of HEC-1A cells by Efp siRNAs. Experiments were performed using HEC-1A cells as in (A). Data are presented as means ± s.d. (*n* = 3). **, *P* < 0.01.

To determine the effects of Efp siRNA on cell-cycle progression, we performed FACS analysis on Ishikawa cells transfected with the siEfps or siControl (Fig 3A). The percentage of cells in the S phase was decreased by treatment with siEfp #A (28.6%) and #B (30.7%), whereas that of cells in the G1 phase increased by treatment with siEfp #A (27.8%) and #B (26.0%), as compared to the results obtained after transfection with siControl (40.1% and 23.0% for S and G1 phases, respectively). Similarly, in HEC-1A cells, the population of cells in the S phase was decreased by treatment with siEfp #A (44.7%) and #B (38.0%), whereas that of cells in the G1 phase increased by treatment with siEfp #A (32.1%) and #B (43.8%), as compared to the results obtained after transfection with siControl (58.1% and 24.8% for S and G1 phases, respectively) (Fig 3B). These results indicated that Efp siRNAs attenuate the proliferation of Ishikawa and HEC-1A cells.

**Fig 3:**
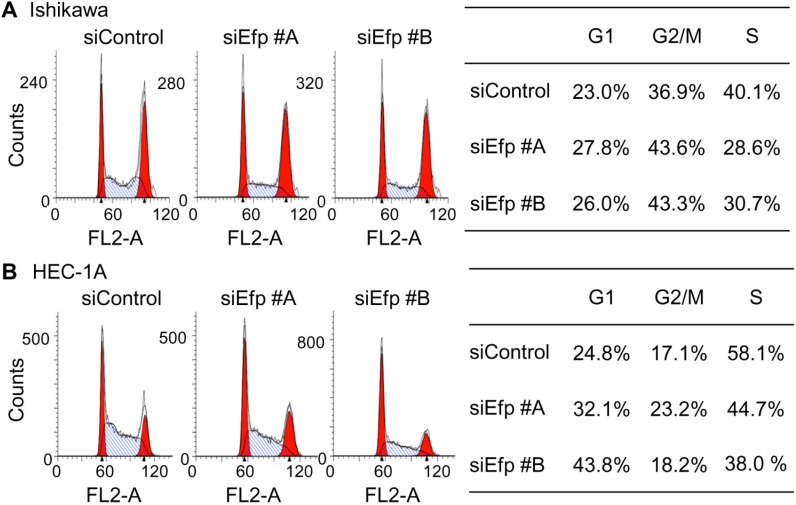
Inhibition of cell-cycle progression in endometrial cancer cells by Efp siRNAs. (**A**) Efp siRNAs decreased the population of Ishikawa cells in S phase. Cells were transfected with siEfp #A, #B, or siControl for 48 h, stained with propidium iodide, and then subjected to FACS analysis. The percentages of cells in the S, G1, and G2/M phases were calculated using the CellQuest software. (**B**) Efp siRNAs decreased the population of HEC-1A cells in S phase. Experiments were performed using HEC-1A cells as in (A).

### Efp silencing suppresses cell migration in endometrial cancer cells

To further analyze whether Efp plays a significant role in cell migration, siEfp #A and #B were transfected into Ishikawa and HEC-1A cells, and their effects on cell migration were evaluated by a transwell chamber assay (Fig 4A and 4B). The siEfp #A treatment decreased the percentage of migratory cells to 80% and 70% in Ishikawa and HEC-1A cells, respectively, compared with those treated with the siControl. Similarly, siEfp #B treatment decreased the migratory cells to 70% and 60% in Ishikawa and HEC-1A cells, respectively, compared with those treated with the siControl. The results indicated that Efp silencing significantly decreased the migratory potential of both cells.

**Fig 4:**
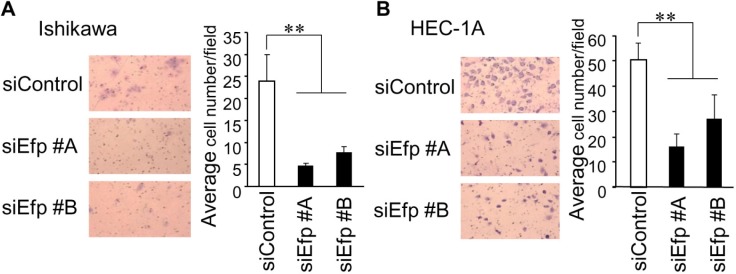
Efp siRNAs suppress the migration of endometrial cancer cells. (**A**) Silencing of Efp decreases migration in Ishikawa cells. Cells transfected with siEfp #A, #B, or siControl were seeded onto a transwell membrane. Migrating cells were fixed and stained with Giemsa. Representative images of migrating cells are shown (magnification, 200×). For each experiment, migrating cells were counted in five random fields (*n* = 3). (**B**) Silencing of Efp resulted in decreased migration in HEC-1A cells. Experiments were performed using HEC-1A cells as in (A). Representative images of migrating cells are shown (magnification, 200×). Data are presented as means ± s.d. (*n* = 3). **, *P* < 0.01.

### Efp silencing suppresses *in vivo* growth of Ishikawa cells

To determine the effect of siEfp on the *in vivo* growth of endometrial cancer cells, we employed a xenograft model in which athymic female mice were subcutaneously inoculated with Ishikawa cells. Either siEfp #A or siControl (5 μg each) mixed with GeneSilencer transfection reagent was directly injected into the tumors every 3 or 4 days after the average tumor volume reached 150 mm^3^. The tumor size was measured just before the time of siRNA injection. At 7 weeks after the siControl injection, substantial tumors developed from the inoculated Ishikawa cells, and the average tumor volume was 1600 mm^3^. In contrast, the tumor volume was almost unchanged by the siEfp #A injection: the average tumor volume at 7 weeks was 300 mm^3^ (Fig 5A and 5B). At the end-point, the protein expression levels of Efp and 14-3-3σ in the generated tumors were determined by western blot analysis (Fig 5C). Cell lysates prepared from tumors treated with siEfp #A contained obviously decreased amounts of Efp protein but increased amounts of 14-3-3σ protein, compared to that of siControl-treated tumors. These results indicated that siEfp #A effectively inhibits tumor growth of Ishikawa cells in mice by specifically repressing Efp expression in the cells.

**Fig 5:**
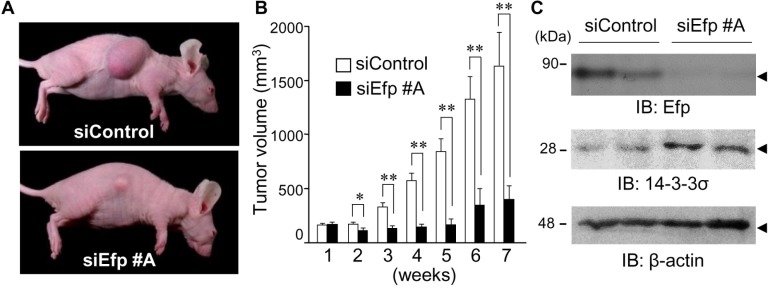
The siEfp treatment suppresses the growth of Ishikawa cell-derived tumors in athymic mice. (**A–C**) Inhibition of tumor formation in athymic mice after Efp siRNA treatment. Eight-week-old female athymic mice were subcutaneously injected with Ishikawa cells (5 × 10^5^ cells) mixed with Matrigel. When the average tumor volume exceeded 150 mm^3^, 5 μg of siEfp #A or siControl mixed with 4 μL of GeneSilencer, a transfection reagent, was directly injected into the formed tumors twice a week. Representative tumors generated in athymic mice are shown (A). The tumor size was measured every week. Data are presented as means ± s.e. (*n* = 10). *, *P* < 0.05; **, *P* < 0.01 (B). Tumors were dissected from the mice 7 weeks after siRNA administration and their homogenates were subjected to western blot analysis using antibodies for Efp and 14-3-3σ. β-actin was analyzed as a loading control (C).

### Intravenously administered siEfp suppresses endometrial tumor growth in orthotopic mouse model

We further examined the tumor suppressive effect of siEfp #A in an orthotopic xenograft model. To achieve this, HEC-1A cells stably transfected with luciferase (HEC-1A-luc) were orthotopically inoculated into the right uterine horn of athymic mice. Tumor growth of HEC-1A-luc cells was estimated by monitoring the intensity of bioluminescence. At the inoculation, the luminescence signal was detected in all cases, whereas the signals were nearly gone after the following day. The signals were, however, detected again 1 month later and increased stably, indicating the sustainable growth of inoculated tumors. These successfully xenografted tumors were used for further examination. Using this orthotopic mouse model, we investigated the effect of intravenously injected siEfp #A on the *in vivo* growth of the HEC-1A-luc cells. The siEfp #A treatment significantly decreased the photon emission by 12 days after injection whereas the siControl treatment did not (Fig 6A and 6B). In this model, some mice had tumors with peritoneal dissemination. In cell lysates prepared from the disseminated tumors in siEfp #A-treated mice, Efp protein levels were remarkably reduced, whereas 14-3-3σ protein levels were increased, compared with that of siControl-treated mice (Fig 6C).

**Fig 6:**
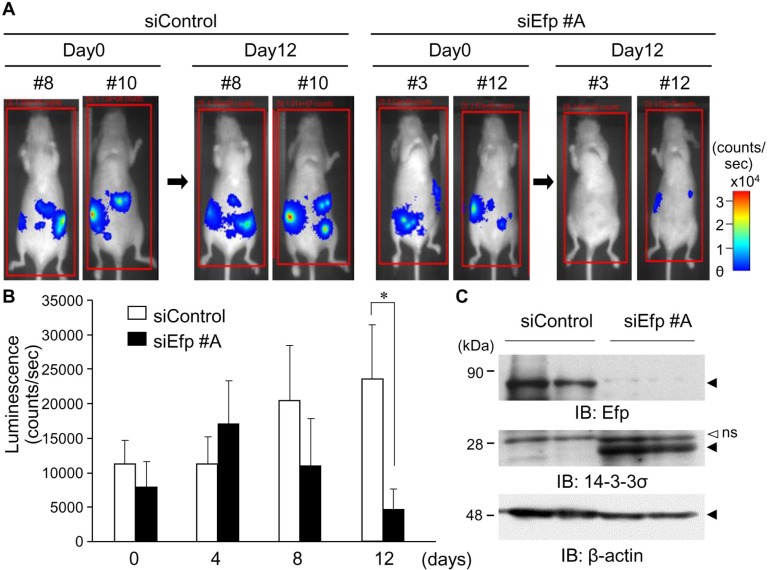
The siEfp treatment suppresses the growth of endometrial cancer cells in the orthotopic xenograft tumor model. (**A–C**) Inhibition of orthotopic tumor formation in athymic mice after Efp siRNA treatment. HEC-1A-luc cells stably transfected with luciferase (4 × 10^6^ cells) were inoculated into the uterus of 11-week-old female athymic mice. The siEfp #A or siControl treatments were prepared with the Invivofectamine transfection reagent and injected to the mice via the tail vein every 4 days (100 μg siRNA complexed with 100 μL Invivofectamine in 200 μL per mouse). The mice were injected intraperitoneally with D-luciferin (3 mg/mouse) and imaged for 2 min under anesthesia using an *in vivo* imaging system (Photon Imager). Representative images are shown (A). Quantification of the signal emitted from HEC-1A-luc cells were performed using the Photo Vision software for data post-processing. Data are presented as means ± s.e. (*n* = 7). *, *P* < 0.05 (B) Tumors were dissected from the mice 12 days after siRNA treatment and their homogenates were subjected to western blot analysis. Efp and 14-3-3σ expression levels were determined using antibodies for Efp and 14-3-3σ. β-actin was analyzed as a loading control (C).

### Efp regulates NF-κB-mediated transcription in endometrial cancer cells

Since Efp has been shown to have an effect on NF-κB signaling for the recognition of RNA viruses [13, 14], we hypothesized that Efp would also exhibit its action in endometrial cancer cells through modulating NF-κB signaling. To examine the effect of Efp on NF-κB-mediated transcription, we performed a luciferase assay in which Ishikawa and HEC-1A cells were transfected with a NF-κB-driven luciferase reporter plasmid together with the Efp expression plasmid or siEfps (Fig 7A–7D). In both of these cells, Efp overexpression increased NF-κB-mediated transcription, whereas treatment with siEfps decreased NF-κB-mediated transcription.

**Fig 7:**
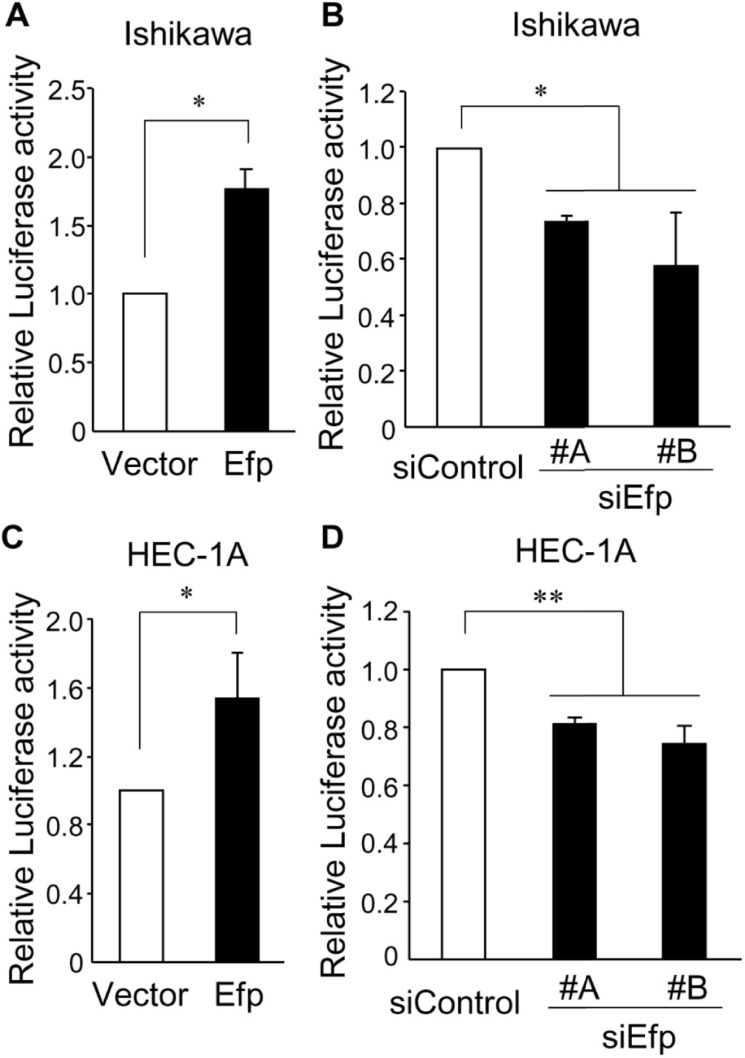
Efp regulates NF-κB-mediated transcription in endometrial cancer cells. (**A**–**D**) Ishikawa (A and B) and HEC-1A (C and D) cells were transfected with NF-κB-Luc and pRL-CMV. At the same time, these cells were also transfected with Flag-Efp (A and C**)** or siEfp #A or #B (B and D). After transfection, cell lysates were subjected to a luciferase assay. Data are presented as means ± s.d. (*n* = 3). *, *P* < 0.05; **, *P* < 0.01.

### Efp regulates NF-κB signaling in endometrial cancer cells

To explore the effects of siEfp on the gene expression profile of endometrial cancer cells, we performed microarray experiments to compare the gene expression in Ishikawa cells treated with siEfp #A or siControl. 

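Efp mRNA was lower in the Ishikawa cells given siEfp #A, which is the direction that the labels of the arrays give. TRIM25, the official symbol of the gene for Efp (probe set 8016847), had a log2 signal of 9.42 in siControl-treated cells and of 7.96 in siEfp #A-treated cells. The difference was -1.46 on the log2 scale, or 2.75-fold lower. Ishikawa is an ERα-positive line from a well-differentiated endometrial adenocarcinoma, and 1 array was hybridised with RNA taken 48 h after treatment for each of siControl and siEfp #A. The labels give 150 ng of total RNA for the preparation of biotin-labelled cRNA. The authors deposited log2 values made with Affymetrix Expression Console and RMA, which corrects the background, brings the arrays to one distribution and summarizes the probes of each probe set. The paper names the GeneChip Human Exon 1.0 ST Array, while the probe set numbers of the deposited values are those of the Human Gene 1.0 ST array. Of 33297 probe sets, 19460 were paired with 1 gene symbol, 1754 with several and 12083 with none in the annotation used here, and the probe sets with 1 symbol gave 18417 genes. A gene with several probe sets was given the mean of their values, and siEfp minus siControl was taken per gene. The paper's text does not name the measure by which genes were ranked for GSEA (Fig 8A). At 2 significant digits the scores in Fig 8B equal these differences. The median signals of the arrays were 5.67 for siControl and 5.69 for siEfp #A. With 1 array per condition no difference between the conditions has a replicate check, so genes were counted by size of difference alone and no p-value is given, and the number of arrays limits the precision.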

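At a 2-fold difference more genes were lower than higher in siEfp #A-treated Ishikawa cells, with 148 of 18417 genes lower and 25 higher. Over all genes, whatever the size of the difference, 8772 were lower and 9616 higher. ZDHHC16, a palmitoyltransferase of the DHHC family, was the furthest down of the genes with at least a median signal on 1 of the arrays, with a log2 difference of -2.37, a larger decrease than that of TRIM25 itself. KIT, a receptor tyrosine kinase, was lower by a log2 difference of -2.05, CDK6, a kinase of the G1 phase, by -1.77, and PARP1, an enzyme of DNA repair, by -1.78. The secreted or extracellular proteins EDN2, IGFBP3 and TNFRSF11B had differences of -1.85, -1.66 and -1.65. HLA-DMA, a chaperone of MHC class II loading, had a difference of -1.80. In the other direction DIRAS3, a small GTPase, was higher by 1.70, SCGB1D2, a secretoglobin, by 1.58, ID3, an inhibitor of basic helix-loop-helix factors, by 1.37, and DDIT3, a transcription factor of the stress response, by 1.14. Across all genes the middle 95% of differences lay between -0.70 and 0.51, with a median of 0.01. Without genes below the median signal, the count of genes at least 2-fold higher was 15.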

Subsequently, we performed GSEA to identify statistically significant gene sets showing differential expression between them. The siEfp #A-treated Ishikawa cells exhibited down- and up-regulated gene sets compared with siControl-treated cells (S1 Table). 

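A list of MYC targets and ribosome biogenesis genes was lower and a list of oxidative phosphorylation genes higher in the siEfp #A-treated cells than random lists. Of 73 measured genes of the former, which holds cell cycle and metabolic targets of MYC too, 59 were lower, and 4 were at least 2-fold lower: MYC itself, POLR1B, a subunit of RNA polymerase I (-1.26), UNG, a uracil-DNA glycosylase (2.29-fold lower), and DDX21, an RNA helicase of ribosome biogenesis (-1.18). The median of the list was -0.20, and 0 of 10000 random lists of the same size matched on mean expression had a median as low. The estrogen response list had a median of -0.09 over 141 genes, as low in 1 of 10000 random lists, with CA12, a carbonic anhydrase, at -1.39 and MSMB, of dim signal, at -1.27. The androgen response list had a median of -0.12 over 90 genes, as low in 3 random lists, and included CDK6 and GPD1L (-1.35). Of 180 genes of epithelial-mesenchymal transition and matrix, 5 were at least 2-fold lower, among them FBN2, a fibrillin (-1.63), and THBS1, thrombospondin 1 (-1.29), while ID2 was higher (1.03), and the median of -0.03 was reached by 125 random lists. The apoptosis list had a median of -0.11 over 59 genes, as low in 41 random lists, with the death receptor gene TNFRSF10A at -1.46 and PMAIP1 at -1.11. The TGF-β signaling list had a median of -0.13 over 55 genes, as low in 39 random lists. Its members went both ways, with TGIF1 at -0.81 and TGFBR2, a TGF-β receptor, at -0.81 beside ID3 and ID2 among the higher genes. Coagulation and hypoxia lists had medians of -0.02 and -0.04, which 442 and 817 random lists reached. Of 86 genes of oxidative phosphorylation 25 were lower, and the median of 0.12 was reached from above by 0 random lists, with ETFDH at 0.49 and NDUFV2 at 0.40. DLST, a subunit of the 2-oxoglutarate dehydrogenase complex, went the other way (-1.26). The oxidant defence list had a median of 0.10 over 45 genes, as high in 62 random lists, with GCLC, of glutathione synthesis, at 0.51, SRXN1 at 0.51 and GSR, glutathione reductase, at 0.50. These lists were drawn up from general knowledge and are not the gene sets of S1 Table. The apoptosis list was no longer among the lowest 2.5% of random lists when the arrays were quantile normalized again (5.13%) or genes below the median signal were left out (8.01%), and the oxidant defence list left the highest 2.5% in the latter case and against random lists not matched on expression. Without those genes the medians were -0.16 for epithelial-mesenchymal transition, -0.17 for the estrogen response and -0.13 for coagulation, and with the running-sum score of GSEA the TGF-β list stood at 5.61%, the androgen list at 3.25% and the coagulation list at 0.00%.

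**Figure D1:**
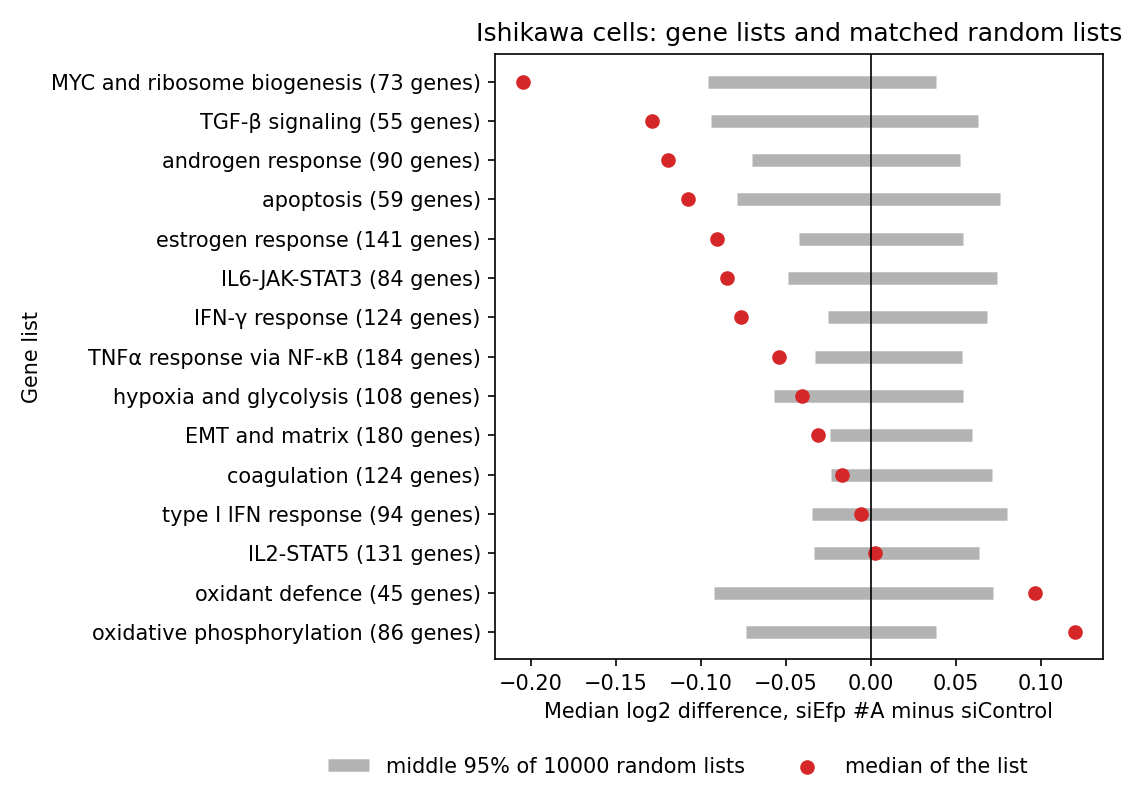
Median log2 difference (x axis, siEfp #A minus siControl, 1 array each) of 15 gene lists in Ishikawa cells, with the number of measured genes beside each name. Red points are the medians and grey bars hold the middle 95% of 10000 random lists matched on mean expression; the MYC and ribosome biogenesis list at -0.20 and the oxidative phosphorylation list at 0.12 are among the lists that lie outside their bars.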

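In Ishikawa cells treated with siEfp #A, lists of TNFα response via NF-κB, IL6-JAK-STAT3 and IFN-γ response genes were lower than most random lists, while the medians of the IL2-STAT5 and type I IFN lists were near 0. Of 184 measured genes of the NF-κB list 103 were lower, 7 at least 2-fold, and the median log2 difference was -0.05, as low in 18 of 10000 random lists matched on mean expression. Of 84 genes of the IL6-JAK-STAT3 list 51 were lower, with a median of -0.08, as low in 17 random lists. Its members at least 2-fold lower included IL10RB, a receptor subunit shared by IL-10 family cytokines (-1.36), MYD88, an adaptor of Toll-like receptors (-1.35), and TNFRSF21 (-1.27). The IFN-γ list had a median of -0.08 over 124 genes, as low in 1 random list, with 5 members at least 2-fold lower, among them TOR1B (-1.50) and the siRNA target TRIM25. The IL2-STAT5 list had a median of 0.00 over 131 genes, and 3062 random lists were as low, although PNP, purine nucleoside phosphorylase (-1.08), and TIAM1 (-0.88) were among its lower members. The type I IFN list, which includes TRIM25, had a median of -0.01 over 94 genes, as low in 1452 random lists, with SAMD9 at -1.40 and IFITM1 at -0.82, and HERC5, a ligase of ISG15, higher at 0.72. With the running-sum score of GSEA, which weights the genes that moved most, the IL2-STAT5 list (0.79%) and the type I IFN list (1.33%) did lie among the lowest 2.5% of random lists. By the mean of the list 152 random lists were as low for IL2-STAT5 and 107 for type I IFN. Without genes below the median signal the IFN-γ list stood at 5.60% and the medians of the NF-κB and IL6-JAK-STAT3 lists were -0.12 and -0.18. The IL2-STAT5 median was then -0.10, as low in 159 random lists, and that of type I IFN -0.06, as low in 2904. The NF-κB list stood at 2.58% without the 10 genes that the study names in Fig 8B.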

Notably, the downregulated gene sets contained NF-κB signaling (Fig 8A and 8B) and its associated pathway such as signal transducer and activator of transcription 3 (*STAT3*), *STAT5*, IFN-γ, and IFN-α. The siEfp #A and #B-mediated downregulation of interleukin 6 signal transducer (*IL6ST*) and interleukin 18 (*IL18*), both of which participate in NF-κB signaling, was validated by qRT-PCR analysis in Ishikawa and HEC-1A cells (Fig 8C). Moreover, expression of *IL6ST* and *IL18* was examined in the tumors generated in our subcutaneous and orthotopic mouse xenograft models shown in Figs 5 and 6, respectively. We found that mRNA levels of *IL6ST* and *IL18* were significantly decreased in the siEfp #A-treated tumors compared with the corresponding siControl-treated tumors both in the subcutaneous (Fig 8D) and orthotopic mouse models (Fig 8E).

**Fig 8:**
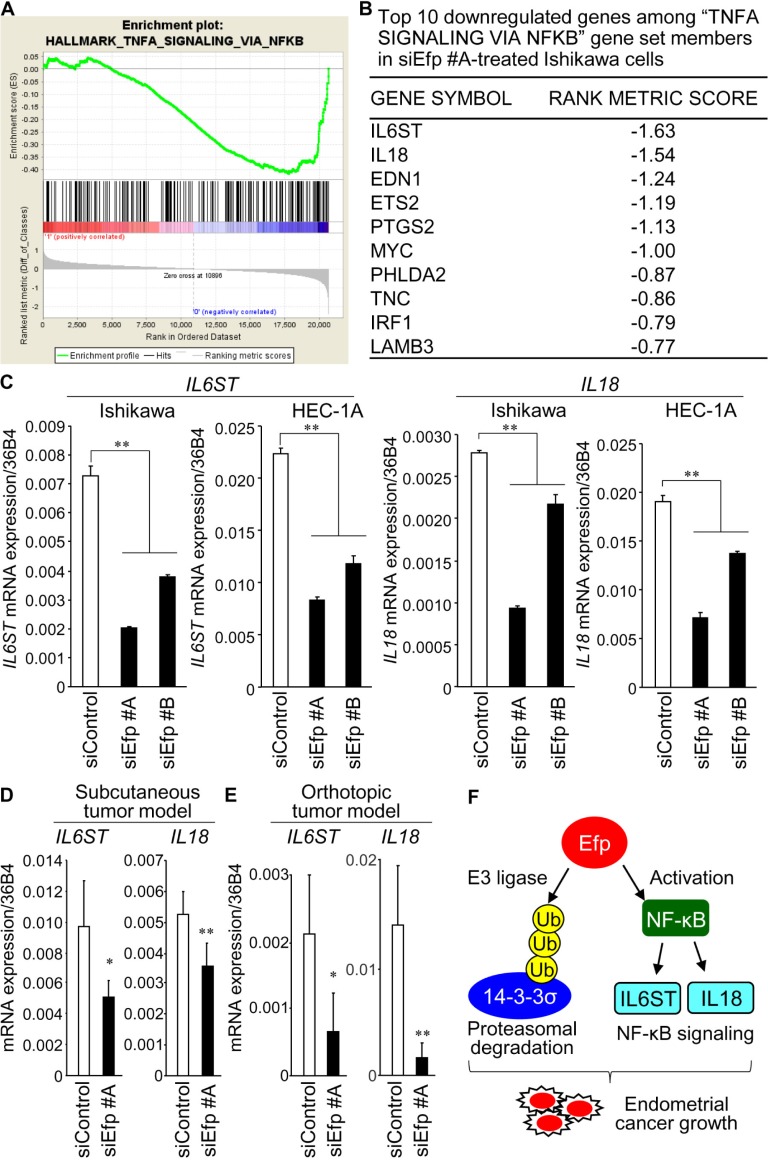
Gene set enrichment analysis revealed NF-κB signaling as a potential downstream regulator of Efp. (**A** and **B**) RNA from siEfp #A- or siControl-treated Ishikawa cells were subjected to microarray analysis and, subsequently, gene set enrichment analysis (GSEA) was performed using the GSEA software (https://software.broadinstitute.org/gsea/index.jsp). GSEA revealed that the gene set ‘TNFA SIGNALING VIA NFKB’ was enriched among the genes that had low expressions in siEfp #A-treated Ishikawa cells in the microarrays (A). Top 10 downregulated genes among “TNFA SIGNALING VIA NFKB” gene set members in siEfp #A-treated Ishikawa cells are shown (B). (**C**) Silencing of Efp decreases the expression of *IL6ST* and *IL18* genes. Ishikawa and HEC-1A cells were transfected with siEfp #A, #B, or siControl, and the expression levels of *IL6ST* and *IL18* mRNAs were quantified by qRT-PCR. Data are presented as means ± s.d. (*n* = 3). **, *P* < 0.01. (**D** and **E**) Decrease of *IL6ST* and *IL18* mRNA levels in siEfp #A-treated tumors *in vivo*. RNAs were isolated from the siEfp #A- or siControl-treated tumors generated in the subcutaneous inoculation experiment using Ishikawa cells shown in Fig 5(D) and orthotopic inoculation experiment using HEC-1A cells shown in Fig 6(E). The expression levels of *IL6ST* and *IL18* mRNAs were quantified by qRT-PCR. Data are presented as means ± s.d. (*n* = 3). *, *P* < 0.05; **, *P* < 0.01. (**F**) Model for the role of Efp in endometrial cancer. Efp could act as an E3 ubiquitin ligase to promote degradation of 14-3-3σ protein. Moreover, Efp is suggested to promote endometrial cancer by enhancing the NF-κB-mediated transcription and its donwnstream signals including IL6ST and IL18.

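Scored as GSEA does, by a running sum over all genes ranked by their difference, the list of NF-κB response genes reached -0.43 in siEfp #A-treated Ishikawa cells, and 0 of 10000 random lists matched on mean expression reached a score as low. PLAU, the urokinase plasminogen activator, was its lowest member (-1.70). At the other end stood ID2, ZFP36, which destabilizes cytokine mRNAs (0.62), the phosphatase gene DUSP4 (0.58) and BHLHE40 (0.57). The classical NF-κB targets did not all go down. Over 27 of them the median was 0.02, as low in 4057 random lists, with PTGS2, IRF1, TNFAIP2 (-0.77), CFLAR (-0.57) and NFKBIA, the inhibitor IκBα (-0.45), the lowest, beside SOD2 at 0.30, CXCL8 at 0.31 and ICAM1 at 0.32. By the mean of the list 3.66% of random lists were as low and by the running sum 4.28%. Many of the targets had dim signals. Among the 8 at or above the median signal of all genes the median was -0.30, as low as 1.79% of random lists, with 5 lower and 3 higher. Among the 19 below the median signal the median was 0.12, with 7 lower and 12 higher. The 32 measured components of the NF-κB pathway had a median of -0.07, as low in 1545 random lists, with TAB3, an adaptor of the TAK1 kinase, at -1.13 and MAP3K14, the NF-κB-inducing kinase, at -0.74. The 20 genes of RIG-I antiviral sensing, which include TRIM25, had a median of -0.06, as low in 2239 random lists, and RIGI itself was at 0.44. The list was drawn up from general knowledge and is not the study's gene set. From the enrichment of its gene set among genes with low expression, the paper presents NF-κB signaling as a potential downstream regulator of Efp. The paper's case also rests on NF-κB reporter assays in both lines and on qRT-PCR of IL6ST and IL18. The arrays do not test the reporter results.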

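All 10 genes were lower in the siEfp #A-treated Ishikawa cells, and 6 of them at least 2-fold. IL6ST, the receptor subunit gp130 (probe set 8112139), had a log2 signal of 9.29 with siControl and 7.66 with siEfp #A, 3.10-fold lower. IL18, an IL-1 family cytokine (probe set 7951686), went from 6.00 to 4.45, 2.91-fold lower. The differences were -1.24 for EDN1, the vasoconstrictor endothelin 1, -1.19 for the transcription factor gene ETS2 and -1.13 for PTGS2, cyclooxygenase 2. MYC was 2.01-fold lower. The differences were smaller for the other genes, with PHLDA2 at -0.87, the matrix protein gene TNC at -0.86, IRF1, a transcription factor of the interferon response, at -0.79 and LAMB3, a laminin chain, at -0.77. At 2 significant digits all 10 differences equal the scores in Fig 8B. For comparison, genes with a signal like that of IL6ST differed between the arrays with an SD of 0.31, and those with a signal like that of IL18 with an SD of 0.28. The study chose these genes as the lowest of its set on the same arrays, so their common direction is not independent evidence, and PTGS2, IL18 and IRF1 had mean signals below the median of all genes.

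**Figure D2:**
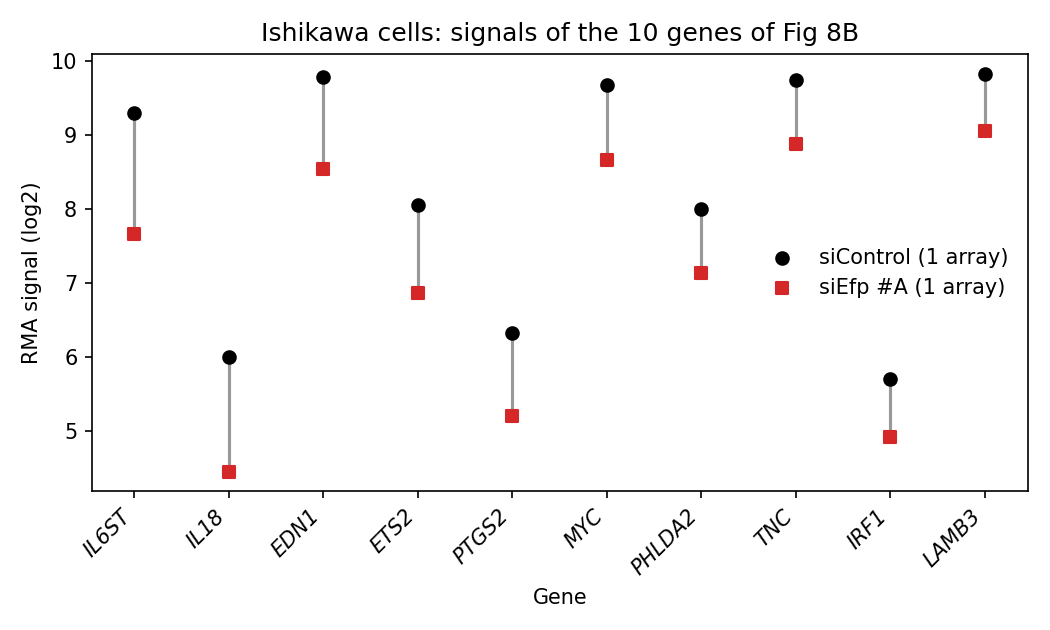
RMA signal (y axis, log2) of the 10 genes of Fig 8B in Ishikawa cells. Black circles are the siControl array, red squares the siEfp #A array, and grey lines join the values of a gene; every gene is lower with siEfp #A, IL6ST from 9.29 to 7.66.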

## Discussion

In the present study, we showed that Efp knockdown inhibits the growth, cell cycle progression, and migration of endometrial cancer ER-positive Ishikawa and ER-negative HEC-1A cells. Using *in vivo* tumor model of athymic mice, the Efp-specific siRNA suppresses the proliferation of Ishikawa-derived subcutaneous tumors by direct injection and HEC-1A-derived orthotopic tumors by intravenous administration. Efp knockdown effectively represses Efp expression and increased the protein level of cell cycle checkpoint 14-3-3σ, which is a known substrate for Efp ubiquitin ligase. Moreover, Efp stimulates NF-κB-mediated transcription and modulates the expression of NF-κB-related genes in both Ishikawa and HEC-1 cells.

Functional analysis of Efp has been mainly performed in breast cancer and postulated its promotive role on tumor cell growth. Namely, Efp functions as an ubiquitin ligase that degrades 14-3-3σ protein via proteasome system [6]. A clinicopathological study showed that Efp immunoreactivity correlates with poor prognosis and is defined as an independent marker for patients with breast cancer [7]. Considering that Efp is a prototypic ER target gene, which possesses a functional estrogen-responsive element (ERE) in its 3’-untranslated region (UTR)[4], Efp expression may also depend on ER status in endometrial cancer. Although the majority of endometrial cancer is estrogen-related, only a few reports have been published in terms of the pathophysiological role of Efp in endometrial cancer. One report showed that estrogen upregulates Efp expression at both mRNA and protein levels in Ishikawa cells along with the increased cell growth [24]. The study also showed that Efp siRNA suppressed the growth of Ishikawa cells even in the presence of estrogen and decreased the estrogen-induced VEGF expression. Taken together, the present results together with previous studies support the notion that Efp functions a tumor-promoting factor for endometrial cancer cells. Another report showed that Efp mRNA expression is intense in G1 stage well-differentiated endometrial cancers, whereas it is repressed in G3 stage poorly-differentiated endometrial cancers [25].

In RL95-2 endometrial cancer cells, it has been shown that 14-3-3σ expression was increased when the cell growth was inhibited and arrested at G2/M phase of the cell cycle by 5-aza-2’-deoxycytidine (DAC) treatment [26]. Knockdown of 14-3-3σ stimulated endometrial cancer cell growth and impaired the effect of DAC on cell cycle arrest, whereas overexpression of 14-3-3σ inhibited cell growth and colony formation. Clinically, low immunoreactivity of 14-3-3σ was correlated with high risk of recurrence or death in endometrial cancer [27]. These findings suggest that Efp and 14-3-3σ could play a pivotal role in endometrial cancer.

Notably, our microarray experiment revealed that Efp silencing leads to downregulation of NF-κB pathway genes including *IL6ST* and *IL18*. 

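Around IL6ST, the other genes of its signaling route that the paper names differed less on the Ishikawa arrays. STAT3 had a log2 difference of -0.09, JAK1 of -0.18 and JAK2 of -0.11. The ligand genes had dim signals, with IL6 at 4.15 in the siControl cells and a difference of -0.36, LIF a difference of -0.19 and OSM of -0.08. Of the NF-κB subunits, NFKB1 had a difference of -0.30, REL of -0.17 and RELA of -0.02, while NFKB2 was at 0.15 and RELB at 0.28. IFNG, which IL18 induces in immune cells, was at 3.08 with siControl and 3.24 with siEfp #A, near the low end of the signals. None of these differences has a replicate within the Ishikawa line. They are differences in mRNA and do not measure the activity of the signaling proteins.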

IL6ST, also known as glycoprotein 130 (gp130), is a shared subunit of receptor complexes for cytokines including IL-6, leukemia inhibitory factor (LIF), and oncostatin M (OSM) [28]. NF-κB stimulates IL6ST-mediated signaling through the transcriptional regulation of target genes IL-6 and LIF [29]. IL6ST transduces signals concerning many biological processes including the immune response, inflammation, and embryonic development, whereas, in cancer, activation and dysregulation of IL6ST is considered to play a role in the progression of the disease [28]. Although IL6ST has been shown to activate several signaling pathways including STAT3, Janus tyrosine kinase (JAK), mitogen-activated protein kinase (MAPK), and phosphatidylinositol 3-kinase (PI3K), among them, STAT3 has been hypothesized to be a key downstream molecule in cancer [30]. Indeed, overexpression and constitutive activation of STAT3 have been found in multiple types of tumors, including endometrial cancer [31]. We speculate that Efp can modulate inflammatory signals that were closely related to the pathogenesis of tumors [32]. IL18 is a member of the IL-1 cytokine family and plays important roles in the immune system including the production of cytokines such as IFN-γ [33]. NF-κB participates in the IL18-induced IFN-γ expression [34]. In contrast, NF-κB also mediates IL18 expression in response to TNFα [35]. IL18 produced by immune cells has been shown to enhance immune responses. Namely, IL18 stimulated T helper 1 (Th1)-mediated immune responses through the induction of IFN-γ and promoted natural killer (NK) cell activation [36]. However, IL18 was also expressed in cancer cells and plays a distinct role in tumor pathophysiology. It was reported that higher plasma IL18 levels were associated with shorter recurrence-free survival (RFS) and overall survival (OS) in patients with triple-negative breast cancer [37], and IL18 overexpression in tumors was associated with shorter OS in patients with pancreatic cancer [38]. IL18 also enhanced the migratory ability of cancer cells including pancreatic, breast, and gastric cancers [39]. Moreover, tumor-derived IL18 has been demonstrated to increase the immunosuppressive NK cells in which programmed death 1 (PD-1) expression was induced [40]. Taken together, Efp is suggested to promote endometrial cancer by enhancing the signals of NF-κB and its related factors IL6ST and IL18 in addition to downregulation of 14-3-3σ protein, an Efp ubiquitin ligase-substrate (Fig 8F).

HEC-1A cells are often described as ERα-negative and exhibit the estrogen-independent cell growth [41]. HEC-1A cells also have characteristics of drug resistance against cisplatin and rapamycin [42, 43]. Thus, we propose that Efp could exert a tumor-stimulatory role in endocrine- and drug-resistant endometrial cancers as well as in estrogen-related cancers. Notably, our previous study showed that Efp expression is also regulated by other transcription factors besides ERα, as the 5’-flanking promoter region of Efp gene could be regulated by multiple elements such as an E-box near the transcription initiation site and its binding transcription factor, upstream stimulatory factor [44]. Indeed, we showed that siRNAs against Efp could significantly repress the growth of HEC-1A cells in this study, suggesting that the ERα-independent transcriptional regulation of Efp has a substantial impact on ERα-negative endometrial cancer. Vice versa, the ERα-independent Efp transcription may also play a critical role in ERα-positive endometrial cancer, as we showed that Efp siRNAs more substantially inhibit the growth of Ishikawa cells compared with ERα siRNAs even in the presence of estrogen.

Efp also have a critical function in the progression of other cancers. In ovarian cancer, Efp immunoreactivity was positively correlated with ERα/β immunoreactivities and was significantly higher in a subgroup with serous adenocarcinoma [45]. Overexpression of Efp was also shown in lung cancer specimens. In lung cancer cells, Efp is considered to stimulate the cell proliferation and migration by modulating p53 expression [46]. In gastric cancer, high levels of Efp mRNA expression were correlated with poor prognosis of patients [47]. This study showed that ectopic expression of Efp reversed the effects of TGF-β inhibitor on the migration and invasion of gastric cancer cells by increasing the expression levels of phosphorylated Smad2/4 and matrix metalloprotease-2 and -9, suggesting that Efp promotes cell migration and invasion by regulating the TGF-β pathway. Recently, Efp was reported as a novel regulator of p53 and Mdm2 [48]. Efp reduces p53 polyubiquitination by inhibiting the association of p300 with Mdm2 that is required for p53 polyubiquitination. Although Efp increases p53 abundance, p53 activity is assumed to be decreased by Efp since Efp may repress the acetylation of p53 and p53-dependent cell death. In addition, we previously demonstrated that Efp promotes cell proliferation and survival in prostate cancer by promoting GTPase-activating protein-binding protein 2 (G3BP2)-mediated nuclear export of p53 protein [49]. These observations imply that Efp would be a promising candidate for a molecular target for the treatment of cancers. Overall, Efp would exert a tumor-promoting role in endometrial cancer by association with several signaling pathways including NF-κB.

## Supporting information

S1 Table Down- and up-regulated molecular signatures in siEfp #A-treated Ishikawa cells. (DOCX) Click here for additional data file.

S1 Fig Efp silencing decreases growth of Ishikawa cells regardless of estrogen treatment. (A) Knockdown efficiency of ERα siRNAs (siERαs) in Ishikawa cells. Cells were transfected with siERα #A, #B, or negative control siControl for 48 h. ERα mRNA levels were determined by qRT-PCR and normalized to *36B4* levels. (B) Growth inhibition of Ishikawa cells transfected with siRNAs targeting Efp and ERα. Ishikawa cells were transfected with the combinations of siRNAs: siEfp #A, siEfp #B, siERα #A, siERα #B, or siControl, as indicated, and cultured in the presence or absence of 10 nM 17-β estradiol (E_2_). The WST-8 cell proliferation assay was performed at day 5 after the transfection. The absorbance of the plates was read on a microplate reader at 450 nm. Data are presented as means ± s.d. (*n* = 3). **, *P* < 0.01. ns, not significant.
(EPS) Click here for additional data file.

# Supplementary material for: Efp promotes in vitro and in vivo growth of endometrial cancer cells along with the activation of nuclear factor-κB signaling
**Source:** PLoS One. 2018 Dec 26;13(12):e0208351. doi: 10.1371/journal.pone.0208351
**Supplement:** S1 Table

S1 Table. Down- and up-regulated molecular signatures in siEfp #A-treated Ishikawa cells.

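The table lists Hallmark gene sets, collections of genes that respond together in a process, scored on the siEfp #A and siControl arrays of Ishikawa cells. For each set, GSEA ranks every gene by a measure of its difference between the arrays, which the paper's text does not name. It walks down the ranking and records how far a running sum strays from 0 as members are met. The normalized enrichment score is that extreme divided by the mean of the scores of permuted data of the same direction, which allows sets of unequal size to be compared. A negative score stands for members gathered among the genes that are lower with siEfp #A, and a positive score for members among the higher genes. The nominal p-value is the share of permuted scores as extreme, without correction for the number of sets tested. With 1 array per condition the arrays cannot be permuted among themselves, and the paper's text does not name the kind of permutation.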

| Molecular Signatures | | NES^a)^ | NOM *p*-val^b)^ |
| --- | --- | --- | --- |
| Downregulated | |  |  |
|  | HALLMARK_MYC_TARGETS_V2 | -2.11 | < 0.01 |
|  | HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION | -2.05 | < 0.01 |
|  | HALLMARK_IL6_JAK_STAT3_SIGNALING | -1.91 | < 0.01 |
|  | HALLMARK_UV_RESPONSE_DN | -1.87 | < 0.01 |
|  | HALLMARK_ESTROGEN_RESPONSE_EARLY | -1.84 | < 0.01 |
|  | HALLMARK_COAGULATION | -1.82 | < 0.01 |
|  | HALLMARK_TNFA_SIGNALING_VIA_NFKB | -1.77 | < 0.01 |
|  | HALLMARK_ANDROGEN_RESPONSE | -1.71 | < 0.01 |
|  | HALLMARK_INTERFERON_GAMMA_RESPONSE | -1.68 | < 0.01 |
|  | HALLMARK_IL2_STAT5_SIGNALING | -1.62 | < 0.01 |
|  | HALLMARK_APICAL_JUNCTION | -1.55 | < 0.01 |
|  | HALLMARK_APOPTOSIS | -1.55 | < 0.01 |
|  | HALLMARK_HYPOXIA | -1.50 | < 0.01 |
|  | HALLMARK_INTERFERON_ALPHA_RESPONSE | -1.48 | 0.019 |
|  | HALLMARK_HEDGEHOG_SIGNALING | -1.45 | 0.044 |
|  | HALLMARK_TGF_BETA_SIGNALING | -1.41 | 0.047 |
| Upregulated | |  |  |
|  | HALLMARK_REACTIVE_OXIGEN_SPECIES_PATHWAY | 1.40 | 0.049 |
|  | HALLMARK_OXIDATIVE_PHOSPHORYLATION | 1.27 | 0.023 |

a) Normalized enrichment score

b) Nominal *p*-value

How the deposited data were processed for this re-analysis (not part of the article)

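Gene expression was measured on 4 arrays, 1 each for Ishikawa siControl, Ishikawa siEfp, HEC-1A siControl and HEC-1A siEfp. The paper's microarray methods describe the Ishikawa arrays, with siEfp #A and RNA taken at 48 h. For the HEC-1A arrays, which duplex was used and the time are not given in the sources used here. Each sample was assigned by its labels, and TRIM25 was lower in the siEfp array of both lines.

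The authors deposited log2 values per probe set, made with Affymetrix Expression Console and RMA according to the submitters' processing notes. The versions and the genome build are not given in the sources used here. RMA sets all arrays to one distribution, which would remove a shift shared by all genes, and compresses the differences of dim probe sets. The paper and the probe set numbers name different arrays of the same maker, as stated beside the microarray experiment. The median signals were 5.67, 5.69, 5.63 and 5.63 in the order above. Arrays of 1 line correlated at 0.992 for Ishikawa and 0.993 for HEC-1A over probe sets, and arrays of different lines at 0.956 to 0.958.

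From these values, probe sets with exactly 1 gene symbol were averaged per gene, which gave 18417 genes, 769 of them with more than 1 probe set. Of the 19460 probe sets used, 19429 had a gene ID in the RefSeq table for GRCh38.p14, and 0 symbols were changed through it. Genes with near-identical copies are uncertain, since probes can bind both. RPLP0, the 36B4 reference gene of the study's PCR, and PDCD1 have no probe set of their own here. No coordinates are given, since the values name no build.

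Differences are siEfp minus siControl within a line. With 1 array per condition they are values without a test. Genes were counted at a 2-fold difference. The shift of each of 27 gene lists is the median difference of its members, placed among 10000 random lists of the same size drawn within 20 bins of mean signal, and a list is called low or high in the lowest or highest 2.5%. The difference of the lines was placed among random lists in the same way. This describes these arrays and is not a test of the conditions. The lists, the named genes and the alternatives below were fixed before the data were examined. The lists come from general knowledge, cover the pathways of S1 Table apart from UV response, apical junction and Hedgehog signaling, cell cycle and markers of epithelial, stromal, endothelial and immune cells, and share members. A further list that was fixed with them is not reported. The study's Hallmark sets were not used here. Genes named in the text are the 15 furthest down and up in each line among genes with at least a median signal on 1 of its arrays, the 15 that moved furthest in the same direction in both lines each way, up to 4 members at each end of each list, and every gene the paper names. The values of Fig 8B had been seen. Outside this rule, REL, NFKB2, TNIP1 and BCL3 were named after the values had been seen, to give all subunits or all targets of a group.

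The only replication is across the 2 lines. limma 3.58.1 in R 4.3.3 was fitted over the 4 arrays with cell line as a block, which pairs each siEfp array with the siControl array of its own line and leaves 1 residual degree of freedom, at an adjusted p under 0.05 (Benjamini-Hochberg). It assumes that the 2 lines are replicates of one effect, and the HEC-1A duplex is unknown. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

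Both statistics were tested on simulated data. Lists without a shift were called low in 0 to 1 of 20 simulations. Only the list size and the shift were varied, so this does not show how often lists of genes that vary together would be called. A shift of -0.1 was found in 20 of 20 simulations for lists of 184 genes, in 14 of 20 for lists of 100 and in 6 of 20 for lists of 20. For limma, 2 simulations were run over 18417 genes, and the outcome depended on the spread assumed. With each gene's own residual SD as its true spread, which was tried first, 0 of 50 genes were recovered at every size from -0.5 to -2, with 0 false calls. A spread drawn from limma's fitted prior was tried after that result had been seen, and then 4, 46, 50 and 50 of 50 genes were recovered at -0.5, -1, -1.5 and -2, with 12 false calls. The second simulation follows limma's own assumption, so it does not show that the calls on the real arrays are reliable.

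Alternatives were centring on the median difference, a second quantile normalization, leaving out genes below the median signal, the probe set with the highest mean signal, a 1.5-fold threshold, the mean or the running-sum enrichment score (weight 1) of a list, random lists not matched on expression, the NF-κB list without the genes of Fig 8B, and for limma no block, an intensity trend and an adjusted p under 0.1. A planned search for siRNA seed matches in 3' UTRs was not run, since no 3' UTR sequences were used here. The rules for calling a value moved under an alternative were set after the data were seen: 1 SD of the random lists for a list's median, the 2.5% ends for its place among them, 1 SD of genes of similar signal for a gene, a difference of 0.1 for the correlation of the lines, 1.5-fold for a count, and 0.06 for a value read from a figure.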

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

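The HEC-1A arrays, of ERα-negative endometrial cancer cells, are not reported in the paper, and the tests below were chosen after the results had been seen. In HEC-1A cells 50 genes were at least 2-fold lower and 19 at least 2-fold higher in the siEfp array, and TRIM25 had a log2 difference of -1.57. Of the 50 lower genes, 32 were at least 2-fold lower in Ishikawa cells too, where independent lists would share 0.402, and 2 genes, IFT46 and SNORA60, were at least 2-fold higher in both. ZDHHC16 had differences of -2.37 in Ishikawa and -1.74 in HEC-1A cells, and it was the lowest of all genes when each gene was ranked by the smaller of its differences in size. The 32 genes include TRIM25, IL6ST, IL10RB, PARP1, CDK6, the prenylcysteine methyltransferase ICMT (-1.58 and -1.81), another palmitoyltransferase, ZDHHC13, the caveola genes CAV1 and CAVIN1, THBS1, PHB2 and DDX21.

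Noise of dim probe sets is argued against by the signals, since 28 of the 32 genes had a mean signal at or above the median of all genes in both lines. An overlap of unrelated lists is argued against by its size, 79.6 times that of independent lists, although both lines were normalized together. Silencing of other transcripts by the siRNA itself could lower genes in both lines, as could a loss of Efp. Genes lower in both lines outnumbered those higher, 32 against 2, as silencing by the siRNA would give. A loss of Efp could give the same, so the counts do not decide this. The 2 higher genes are 77.5 times the overlap of independent lists, but a ratio resting on 2 genes says little. The explanations cannot be told apart here: no 3' UTR sequences were searched, no array is known to carry siEfp #B, and the duplex of the HEC-1A arrays is not given in the sources used here. The paper's own qRT-PCR (Fig 8C) reports lower IL6ST and IL18 with both duplexes, which bears on those genes and not on the others.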

How the results depend on the processing

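Without replicates in a line, no list or gene of a single line has a test, and dim signals limit the differences that can be seen. Of the alternatives for gene counts, list medians and the places of lists among random lists, 546 kept their value or side under the rules given above, 71 moved, 8 gave higher counts, 4 gave lower counts, and none turned a called direction. Centring shifts a list and its random lists alike, so the places under it were bound to be kept and are no check. The cause was not tested for any move below, apart from the lower threshold and the smaller gene set, which act by construction. The log2 difference of TRIM25 in each line did not move under the alternatives run on it. For the single genes and the NF-κB list over both lines, 111 values did not move and 2 did. Among them, the median of the NF-κB list over both lines was -0.02, and it was -0.05 without HEC-1A.

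The counts from limma depended most on the setting. With cell line as the block 30 genes passed an adjusted p under 0.05 (2205 at an unadjusted p under 0.05), and with no replicate block 0 did (252 at an unadjusted p under 0.05). A second quantile normalization gave 0 (2203 unadjusted), an adjusted p under 0.1 gave 85, an intensity trend 182, centring 78 and leaving out genes below the median signal 615 of 9209. At 1.5-fold, 686 genes were lower and 274 higher in Ishikawa, and 375 lower and 246 higher in HEC-1A.

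Without genes below the median signal, 15 genes were at least 2-fold higher in Ishikawa and 10 in HEC-1A, and the lines correlated across genes at 0.56 over 8443 genes, against 0.33 over all 18417. The Ishikawa medians were then -0.12 for the NF-κB list, -0.30 for its classical targets, -0.18 for IL6-JAK-STAT3, -0.10 for IL2-STAT5, -0.063 for type I IFN, -0.16 for epithelial-mesenchymal transition, -0.17 for estrogen, -0.17 for TGF-β and -0.13 for coagulation. In HEC-1A they were -0.13 for IL6-JAK-STAT3, -0.088 for IL2-STAT5, -0.086 for type I IFN, -0.11 for epithelial-mesenchymal transition, -0.037 for estrogen and -0.047 for coagulation. The percent of random lists as low was in Ishikawa 1.79 for the classical targets, 1.59 for IL2-STAT5, 5.60 for IFN-γ, 96.0 for oxidant defence, 8.01 for apoptosis and 1.98 for coagulation. In HEC-1A it was 21.0 for the classical targets, 3.71 for RIG-I sensing, 0.02 for IL2-STAT5, 0.61 for type I IFN, 2.45 for hypoxia and 1.89 for the genes the paper names.

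After a second quantile normalization the Ishikawa medians were -0.065 for estrogen, 0.017 for S phase, -0.013 for mitosis, -0.051 for apoptosis and -0.084 for androgen. The percent of random lists as low was then 5.13 for apoptosis and 2.11 for the genes the paper names in Ishikawa, and 3.97 for the classical targets in HEC-1A. With the brightest probe set per gene it was 0.66 for coagulation in Ishikawa, and in HEC-1A 6.18 for the classical targets, 1.10 for type I IFN and 2.22 for IFN-γ. Without the genes of Fig 8B it was 2.58 for the NF-κB list in Ishikawa. Against random lists not matched on expression it was 96.9 for oxidant defence and 2.48 for the genes the paper names in Ishikawa.

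With the mean of a list the percent was in Ishikawa 1.52 for IL2-STAT5, 1.07 for type I IFN, 0.00 for coagulation, 9.32 for epithelial markers, 1.00 for stromal markers and 0.43 for the genes the paper names. In HEC-1A it was 16.7 for the classical targets, 0.42 for IL2-STAT5, 0.14 for type I IFN, 1.36 for IFN-γ, 0.09 for hypoxia, 0.62 for apoptosis and 0.14 for the genes the paper names. With the running-sum score it was in Ishikawa 0.79 for IL2-STAT5, 1.33 for type I IFN, 5.61 for TGF-β, 0.00 for coagulation, 3.25 for androgen, 16.5 for epithelial markers and 0.18 for stromal markers. In HEC-1A it was 21.5 for the classical targets, 3.32 for RIG-I sensing, 0.75 for IL2-STAT5, 0.06 for type I IFN, 1.48 for IFN-γ, 0.23 for hypoxia, 0.64 for apoptosis and 0.29 for the genes the paper names. The search for siRNA seed matches in 3' UTRs and its alternatives on the site and the UTR length were not run.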

Differences from the paper's values

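With the values as reported, none of the 10 genes of Fig 8B, the only measure that could be compared, differs from the paper's value. After a second quantile normalization IL18 was at -1.56, where the paper's value is about -1.5 in Fig 8B, read by eye, and the gap is within the tolerance once the rounding of the reading to 2 digits is allowed for. The paper gives those genes as the lowest members of its NF-κB gene set in Ishikawa cells. In the list used here PLAU, with a log2 difference of -1.70, was lower than all of them, and TGIF1, at -0.81, was lower than IRF1 and LAMB3. Whether the study's gene set holds these genes was not seen.

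The paper lists gene sets of IL2-STAT5 signaling, IFN-α response, hypoxia and coagulation as lower in siEfp #A-treated Ishikawa cells. The lists used here are others and their medians were not among the lowest 2.5% of random lists, with 3062, 1452, 817 and 442 of 10000 as low. The running-sum score and the mean of the list placed IL2-STAT5, type I IFN and coagulation there. Leaving out genes below the median signal did so for IL2-STAT5 and coagulation, and the brightest probe set per gene for coagulation. No setting did for hypoxia. It came nearest against random lists not matched on expression, with 278 as low, and by the mean of the list, with 295. Its running-sum score was reached by 427 random lists. For NF-κB, IL6-JAK-STAT3, IFN-γ, epithelial-mesenchymal transition, estrogen, androgen, apoptosis, TGF-β and MYC the median lay at the low end, and for oxidative phosphorylation and oxidant defence at the high end, the directions that the paper gives.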

Other observations

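In HEC-1A cells the lists of epithelial and matrix genes had low medians and those of cell cycle genes high medians in the siEfp array, with small differences of single genes, since 0 of 17 epithelial and 2 of 180 matrix genes were at least 2-fold lower and 0 cell cycle genes of these lists at least 2-fold higher. The list of 17 epithelial markers had a median log2 difference of -0.28, as low in 0 of 10000 random lists, with ESRP2, a splicing regulator, at -0.80, CLDN4, a tight junction protein, at -0.63 and the keratins KRT7 and KRT8 at -0.59 and -0.55. In Ishikawa its median was -0.16, as low in 145, but its mean (9.32%) and running-sum score (16.5%) were not at the low end. The HEC-1A median of the epithelial-mesenchymal transition list was -0.07, as low in 0, and 112 of its 180 genes were lower. Of 62 S phase genes 20 were lower, with a median of 0.10, as high in 43 random lists, and of 54 mitosis genes 18 were lower, with a median of 0.14, as high in 3. MCM6, MCM5 and MCM2, of the replicative helicase, were at 0.57, 0.52 and 0.47. In Ishikawa cells these lists had medians of -0.03 and -0.05, as low in 4976 and 2078 random lists. By flow cytometry the paper reports a smaller share of cells in S phase with siEfp in both lines. The S phase list was not at the low end in either line. A list median is of mRNA and does not measure shares of cells. Taken per gene as Ishikawa minus HEC-1A, the median was -0.19 for S phase, as low in 1 random list, -0.16 for mitosis, as low in 19, -0.22 for MYC and ribosome biogenesis, as low in 0, and 0.13 for epithelial markers, as high in 187. It was -0.12 for IL6-JAK-STAT3, as low in 17, -0.085 for IFN-γ, as low in 23, -0.072 for NF-κB response, as low in 196, -0.073 for estrogen, as low in 155, 0.045 for oxidative phosphorylation, as high in 9, and 0.063 for oxidant defence, as high in 101. Without replicates in a line this describes the arrays and does not test a difference between the lines. In HEC-1A cells the IL6-JAK-STAT3 list had a median of -0.10, as low in 1 random list, so that it was at the low end in each line, and so was the TGF-β list (-0.06, 175 as low). The HEC-1A medians of the classical NF-κB targets (-0.10, 227 as low) and RIG-I sensing (-0.13, 88 as low) were at the low end as well. Their differences between the lines were not at either end, with 1981 random lists as low for the targets and 724 as high for RIG-I sensing. The targets left it under 5 of the 7 alternatives, at 3.97% to 21.5%, and RIG-I sensing without genes below the median signal (3.71%) and with the running-sum score (3.32%).

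The HEC-1A medians of the other lists were not at either end. Random lists as low numbered 2084 for NF-κB response, 2963 for NF-κB pathway components, 1139 for IL2-STAT5 and 458 for type I IFN. They numbered 1047 for IFN-γ, 4822 for MYC and ribosome biogenesis, 2929 for estrogen, 675 for hypoxia and 675 for apoptosis. For androgen 880 were as low and for coagulation 3276. Those as high numbered 1544 for oxidative phosphorylation and 1783 for oxidant defence. Other settings moved some of these lists to the low end. By the mean 42 were as low for IL2-STAT5, 14 for type I IFN, 136 for IFN-γ, 9 for hypoxia and 62 for apoptosis. The running-sum score placed the same lists there. Without genes below the median signal 2 were as low for IL2-STAT5, 61 for type I IFN and 245 for hypoxia. In Ishikawa and HEC-1A cells 5076 and 5120 random lists were as low as housekeeping genes, 3167 and 3987 as low as stromal markers, 6245 and 4461 as low as leukocyte markers, 7096 and 1773 as low as endothelial markers, and 464 and 869 as low as the genes the paper names. The genes of Fig 8B, which the study chose on the Ishikawa arrays, had medians of -1.07 and -0.28, as low in 0 and 6. In HEC-1A cells 8 of these 10 genes were lower, while PTGS2 (0.49) and PHLDA2 (0.32) were higher. Without the list of Fig 8B, 20 of the 52 combinations of a list and a line lay at either end, where 2.6 would for independent lists, and the lists share members.

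The lowest HEC-1A genes beside those shared with Ishikawa included SH3TC2 (-1.79), ZNF185 (-1.73), the growth factor gene FGF18 (-1.54) and ANXA3 (-1.52). Among the highest genes SNORA60 was at 1.86 in HEC-1A and 1.13 in Ishikawa and SNORA14A 2.82-fold higher in HEC-1A and at 0.91 in Ishikawa. DEPTOR, an inhibitor of mTOR, was at 1.36 in HEC-1A. SFN, the gene of 14-3-3σ, was at 0.31 in Ishikawa and 0.43 in HEC-1A. Over both lines limma called 29 genes lower and 1 higher at an adjusted p under 0.05, and 29 of the 30 are among the 32 lower in both. At an unadjusted p under 0.05 there were 2205 genes. After a second quantile normalization 0 genes passed the adjusted threshold, TRIM25 included, with 2203 at an unadjusted p under 0.05 and 32 genes at least 2-fold lower in both lines. Without the block 0 passed and 252 did so unadjusted, and 615 passed without genes below the median signal. TRIM25 had a mean difference of -1.52 (SE 0.12, limma adjusted p = 0.034) and ZDHHC16 of -2.06 (SE 0.17, limma adjusted p = 0.034). The gene that was higher is IFT46, of intraflagellar transport, with 1.21 (SE 0.12, limma adjusted p = 0.035). IL6ST and IL18 were lower in both lines and did not pass. IL6ST had a mean difference of -1.32 (SE 0.17, limma adjusted p = 0.071). For IL18 the HEC-1A difference was -0.94 and the mean -1.24 (SE 0.17, limma adjusted p = 0.072).

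The tests in this paragraph and the next were chosen after the results had been seen. At a 2-fold difference more genes were lower than higher in Ishikawa cells, at a ratio of 5.92. The lower genes were 85.5% of those past 2-fold, 71.5% of those past 1.5-fold and 47.6% of all genes. After centring or a second quantile normalization the ratio was 4.67 or more, so no offset left between the arrays explains it. RMA had already brought the arrays to one distribution, so these steps could change little and do not decide on other scaling. Noise of dim probe sets is argued against, since the ratio was 7.67 among genes at or above the median signal. RMA would have removed a shift shared by all genes. Other scaling of the arrays, silencing of other transcripts by the siRNA and an effect of Efp stay open.

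The NF-κB list was low in Ishikawa cells without its classical targets, with a median of -0.06 over 158 genes, as low in 26 random lists. Signals too dim to show a decrease in most classical targets are a candidate explanation. Targets with a mean signal at or above the median, NFKBIA, TNFAIP2, TNIP1, NFKB1, NFKB2, BCL3, SOD2 and CFLAR, had a median of -0.30, as low as 1.79% of random lists, as this explanation needs. Of these, 5 were lower and 3 higher. The 19 targets below the median signal had a median of 0.12, with 7 lower and 12 higher. Against this explanation, the lowest of all the targets, PTGS2 and IRF1, are among the 19 below the median signal. A target's own decrease lowers its mean signal, however. With siControl PTGS2 was at 6.33, near the median of 6.35, so it says little about dim targets. IRF1 was at 5.71 with siControl, so a decrease could be seen in this dim target, and the explanation stays open. The targets had first been divided by the siControl signal alone, which favours decreases, and the mean of both arrays replaced it after that first value had been seen. In HEC-1A cells, where the NF-κB list as a whole was not at the low end, the same filter took the classical targets to 21.0% of random lists. No biological explanation was tested.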
